A study of Ziziphus jujuba with 15 samples. Its data were reported in "Comparative transcriptome analysis uncovers different heat stress responses in heat-resistant and heat-sensitive jujube cultivars" (2020).

How the data were processed

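Leaf RNA of a heat-resistant jujube (Ziziphus jujuba) cultivar was sequenced after 0, 1, 3, 5 and 7 days of heat stress. The labels gave 15 samples. The study describes 0, 1, 3 and 5 days only, and 7 days is given in the labels alone. The authors mapped the cleaned reads with Bowtie2 and TopHat2, assembled transcripts with Cufflinks, and deposited a table of FPKM values. The study describes its replicates as biological replicates, and the titles give separate replicates. The labels also state that RNA of the replicates was pooled after extraction. The extraction kit and the sequencer in the labels differ from those in the study's methods. These differences were left open.

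Only the names in the table were read here. A column was to be given to a sample only where its name matched the labels of that sample, and never by its order or its values. All 30 value columns matched no sample and were not used. The study's supplementary tables print FPKM values of part of its genes under sample titles. They were not used as a key to the columns, since that would be a match by values. The models planned before the data were examined, limma on log2 FPKM values, were not run. Feature names were looked up in a RefSeq gene table and in gene lists taken from the study, which pair gene symbols with feature names for part of the genes.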

Results

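The series described leaf transcriptomes of the heat-resistant jujube cultivar ‘HR’ under heat stress. The labels gave 15 samples, with 3 replicates (a, b and c) after each of 0, 1, 3, 5 and 7 days of treatment. The question of the design was how gene expression in ‘HR’ changed with the length of the treatment relative to 0 d.

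The table of FPKM values listed 32876 features, and each feature name occurred once. Of these features, 29293 (89.1%) were named as numbered genes and 3583 (10.9%) as new genes. FPKM is a read count scaled to transcript length and to the number of mapped fragments. The table held no counts, so library depth was not taken from it.

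The table held 30 value columns, more than the 15 samples of the series. The study also sequenced a heat-sensitive cultivar, ‘HS’, which is not among these 15 samples. The study describes fewer than 30 libraries over both cultivars, so its description does not account for all the columns. The column names do not say which cultivar or time point a column belongs to. The names of 0 of the 30 columns were equal to the title of a sample. The sample descriptions were empty, so only titles could be compared. Columns were matched by name only, so no column was given to a time point, and no expression level, fold change or test is reported for 1, 3, 5 or 7 d against 0 d.

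The gene lists fixed for the comparisons were looked up by feature name only. Of 24 heat shock protein genes, 7 had a known feature name, and all 7 were listed in the table. Of 19 ubiquitin-protein ligase genes, 5 had a known feature name, and all 5 were listed. Of 21 transcription factor genes, 20 were listed. In the lists taken by annotated term, 33 of 34 genes for response to heat, 14 of 14 for light harvesting and 31 of 34 for photosynthesis were listed. These lists came from the study's own results and need not hold every jujube gene of a term. Finding most of their names in the study's own table is therefore no independent result. A listed name says nothing about whether the gene was expressed in any sample. Of the 32876 feature names, 0 were found in the RefSeq gene table, which uses other kinds of names.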

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

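None of the alternatives planned before the data were examined (pseudocount, filter, scaling, fit, threshold and leaving out replicates) was run, since no value column was used. No paired analysis was possible because no column was matched to a replicate. The study's methods also describe no pairing of replicates across time points, and leaves were taken from random plants at each time point. A shared replicate letter is therefore not known to mark a pair. The match of column names and its alternative were chosen after seeing the data. In a looser match, a column name had only to be held in a sample's title, source name or characteristics, or to hold one of them. By this match, 0 of the 30 columns matched a sample. Protocol texts were not searched. The column names are codes of a letter and a number, so this match had little prospect of finding a sample.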
